# Vertical sleeve gastrectomy induces distinctive transcriptomic responses in liver, fat and muscle

**DOI:** 10.1038/s41598-021-81866-5

**Published:** 2021-01-27

**Authors:** Chang Ho Ahn, Eun Hye Choi, Hyunjung Lee, Woochan Lee, Jong-Il Kim, Young Min Cho

**Keywords:** Diabetes, Obesity

## Abstract

Vertical sleeve gastrectomy (VSG) is the most commonly performed bariatric/metabolic surgery, exhibiting a high rate of diabetes remission in humans. To elucidate the molecular mechanisms of VSG, we performed transcriptomic analysis of the liver, fat, and muscle in VSG mice. C57BL/6 mice fed a high-fat diet were randomly assigned to sham or VSG surgery. The sham-operated mice were fed ad libitum (sham group) or pair-fed (sham-PF group) matching their food intake to the VSG-operated mice. Comparative transcriptomic analysis of the liver, fat, and muscle using RNA sequencing was performed. VSG reduced body weight and improved glucose tolerance compared to the sham group, but not more than the sham-PF group. Improvement in fatty liver and adipose tissue inflammation was comparable between VSG and sham-PF. However, global gene expression profiles showed distinctive changes in the liver, fat, and muscle of the VSG group compared to both the sham or sham-PF groups. The liver showed the most prominent gene expression changes. Immune response-related pathways were commonly upregulated in the three organs of the VSG group compared to the sham or sham-PF. VSG induces organ-specific gene expression changes in the liver, fat, and muscle, which may play critical roles in metabolic improvements after VSG.

## Introduction

Bariatric surgery is currently the most effective and durable treatment for obesity. Furthermore, its profound metabolic effects including remission of type 2 diabetes mellitus (T2DM) introduced a new concept that is called ‘metabolic surgery’^1^. Among various types of bariatric/metabolic surgery, vertical sleeve gastrectomy (VSG) is the most popular procedure worldwide^2,3^. VSG removes approximately 80% of the stomach along the side of the greater curvature, leaving a tube-like remnant stomach. In this regard, VSG was initially considered a restrictive surgery^4^. However, a growing body of evidence suggests that the restriction of food intake is not the primary mechanism driving metabolic improvements after VSG^5^.

VSG has pleiotropic effects on whole-body metabolism and its regulation^6^. VSG decreases hedonic food intake. In obese patients, the hedonic rating for high-fat food was decreased after VSG^7^. Bile acid pool is another component affected by VSG. In mice, total circulating bile acid level was increased after VSG^8^. Specifically, conjugated bile acid levels were increased, but unconjugated bile acid levels were decreased^8^. Bile acids not only serve critical roles in fat absorption, but they also act through cellular receptors including FXR and TGR5. FXR knock-out mice showed diminished effects of VSG, suggesting a pivotal role of FXR to mediate the effects of VSG^9^. TGR5 knock-out mice showed reduced, but nevertheless significant improvements of glucose metabolism after VSG^8,10^. Bariatric surgery also affects the secretion of gut hormones^11^. After VSG, postprandial secretion of glucagon-like peptide-1 (GLP-1) and peptide YY (PYY) was increased^12^. The increase of GLP-1 secretion was a significant predictor of diabetes remission after surgery^12^. The gut microbial composition is changed after VSG. The *Bacteroides* genus was decreased after VSG, which was associated with low adiposity and improved glucose metabolism^13^.

In addition to the abovementioned effects of VSG, previous studies showed distinctive effects of bariatric surgery on major glucose-metabolizing organs, liver, fat and muscle. In the liver, hepatic glucose production and fat content were decreased as early as 1 week after bariatric surgery in obese patients^14^. VSG-induced gene expression changes of the liver were independent of weight loss, where genes involved in bile acid metabolism were mainly changed^15,16^. In adipose tissue, bariatric surgery induced decreased lipolysis and tissue inflammation^17,18^. In gene expression analyses, pathways involving branched chain amino acid, NAD^+^, and glutathione metabolism were upregulated in both visceral and subcutaneous adipose tissue 1 year after bariatric surgery in obese patients^19^. The muscle showed improved lipid metabolism and mitochondrial function 1 year after bariatric surgery, which was accompanied by various epigenetic changes^20^. To systematically explore the effects of VSG on major glucose-metabolizing organs (i.e., the liver, fat and muscle), we analyzed global gene expression of the three organs in VSG-operated mice.

## Materials and methods

### Animals

Six-week-old male C57BL/6 N mice were purchased from Orient Bio, Seongnam, Korea. After 1 week of acclimation, mice were fed 60% high-fat diet (D12492, Research Diets, New Brunswick, NJ, USA) for 12 weeks, and randomly divided into 3 body weight-matched groups: sham, sham-pair feeding (sham-PF), and VSG groups. The sham-PF group was matched to the VSG group one-by-one and given the same amount of high-fat diet eaten by the VSG group. The mice were housed 3 or 4 mice per cage and then individually from 8 weeks before surgery. The housing environment was maintained in a controlled temperature (25 °C) and 12-h light/dark cycle (light off at 20:00 h). All procedures for the animal study were approved by the Institutional Animal Care and Use Committee of Seoul National University Hospital (approval no. 15-0113-C1A1) and were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals guideline for the ethical treatment of animals. All animal studies were carried out in compliance with the ARRIVE guidelines^21^.

### Surgical procedure and perioperative care

Mice were fasted for 18 h before surgery. The surgical area of the abdomen was depilated using thioglycolic acid cream (Niclean, Ildong Pharmaceuticals, Seoul, Korea). After induction of isoflurane anesthesia, the abdomen was disinfected with povidone-iodine solution and midline laparotomy was performed. The stomach was gently exposed and the spleen was separated from the stomach. The lateral stomach was excised along with a virtual line from gastroesophageal junction to pylorus-duodenum junction leaving a tubular remnant of the stomach. The remaining stomach was approximated and closed by a running suture with 6-0 Vicryl. If leakage was suspected by visual inspection, we added additional sutures. Thereafter, the intraperitoneal cavity was washed with warm saline 3 or 4 times. Dry gauze was gently applied to remove any remaining fluid in the cavity. The abdominal fascia and the skin were closed by a running suture using 6-0 Vicryl and 6-0 nylon, respectively. Antibiotics (ceftriaxone 50 mg/kg/day) was administered before surgery and until postoperative day 2. Normal saline 20 ml/kg was administered after surgery to prevent dehydration. Analgesics (meloxicam 1 mg/kg/day) were administered after surgery and until postoperative day 2. The sham surgery included midline laparotomy, stomach isolation and closing the incision. The duration of sham operation was matched to that of the VSG group by waiting for 10 to 20 min after stomach isolation while the abdomen was covered by warm saline-soaked gauze. No oral intake was allowed for postoperative 24 h. Water was provided for 1 day followed by 5 days of liquid diet (Nucare, Daesang Welllife, Seoul, Korea). On postoperative day 6, 1 g of high-fat diet was reintroduced with liquid diet. If the mouse looked well and ate the high-fat diet, then ad libitum high-fat diet was given without liquid diet. The body weight and food intake were monitored daily.

### Insulin tolerance test

Mice were fasted for 4 h and given an intraperitoneal injection of insulin (0.75 IU/kg). Blood glucose was measured with a glucometer (AccuCheck, Roche Diagnostics, Indianapolis, IN, USA) from the tip of the tail vein at 0, 15, 30, 60, and 90 min after the insulin injection.

### Glucose tolerance test

The mice underwent both intraperitoneal glucose tolerance test (IPGTT) and oral glucose tolerance test (OGTT) 1 week apart. Mice fasted for 12 h overnight was given 20% dextrose (1 g/kg) by intraperitoneal injection and oral gavage, respectively. Blood glucose was measured with a glucometer (AccuCheck) from the tip of the tail vein at 0, 15, 30, 60, and 120 min after glucose administration.

### Glucose-stimulated insulin and GLP-1 secretion in vivo

On a separate day at least 1 week apart from any blood measurement, mice fasted for 12 h overnight were given 20% dextrose (1 g/kg) by oral gavage. Before and 15 min after the oral gavage, approximately 100 μl of blood was obtained. Blood was cold-centrifuged and plasma was stored at − 80 °C until the measurement of insulin and total GLP-1. Plasma insulin and total GLP-1 level were measured by ELISA (#90080 and #81508, respectively, CrystalChem, Downers Grove, IL).

### Tissue collection and RNA sequencing

After euthanasia, the liver, epididymal fat and soleus muscle were isolated from the sham, sham-PF, and VSG groups. Tissues were stored in RNA*later* solution (Invitrogen, Carlsbad, CA, USA) at − 20 °C. Total RNA was extracted using RNeasy Plus Universal kits (Qiagen, Valencia, CA, USA). RNA quality was checked based on RNA integrity number (RIN). All samples had RIN over 9.0. cDNA library was constructed with the TruSeq RNA library kit using 1 μg of extracted RNA. The protocol consisted of polyA-selected RNA extraction, RNA fragmentation, random hexamer primed reverse transcription and 100 nt paired-end sequencing by Illumina HiSeq4000 (Illumina Inc., San Diego, CA, USA). Sequence reads were aligned to the mouse reference genome (mm10) and gene expression values were calculated from aligned reads using RSEM-1.2.31. Differentially expressed genes (DEGs) were determined using DESeq2 package in three comparisons: sham-PF versus sham, VSG versus sham, and VSG versus sham-PF^22^. The criteria for DEG was adjusted *P* value < 0.05 and absolute fold change ≥ 1.5. Enrichment analysis of gene ontology biologic process and KEGG pathway^23^ was done using DAVID software^24^. The enrichment analysis was done for upregulated genes and downregulated genes separately and the genes with raw *P* value < 0.05 were used for the analysis.

To compare the gene expression profiles with Roux-en-Y gastric bypass (RYGB) mouse model, the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/gds/) was searched for datasets that included the gene expression profiles of the liver, fat, and muscle samples collected from mouse RYGB models. GSE113823 is the dataset deposited from a study that investigated the gene expression of different organs after RYGB^25^. In that study, the gene expression profiles of the liver, inguinal fat, and gastrocnemius muscle were analyzed and compared with weight-matched sham control group. The dataset of postoperative 9 weeks was used. We downloaded the FASTQ files and processed it using the same protocols of our current study.

### Flow cytometry analysis of the stromal vascular fraction

The dissected epididymal fat samples were minced in DMEM with 1 mg/ml collagenase P (Roche, Mannheim, Germany) and 5% BSA. After 45 min of shaking incubation at 37 °C, any debris was filtered using nylon mesh. The stromal vascular fraction (SVF) was separated via centrifugation (500 g for 10 min). The SVF was washed and incubated with antibodies for further flow cytometry analysis. For the analysis of macrophage population, the SVF was stained with following antibodies: CD11b-FITC (BD 557396, BD Biosciences, Franklin Lakes, NJ), F4/80-Bv421 (BD 565411), CD206-APC (BD 565250), and MHC II-PE (BD 562010). For the analysis of lymphocyte population, the SVF was stained with following antibodies: CD19-APC-Cy7 (BD 561043) and CD3-PE-Cy5 (BD 561108). Samples were analyzed using a BD FACSCanto and FACSDiva software (BD Biosciences, Franklin Lakes, NJ). Data were processed with FlowJo software (Tree Star Inc. Ashland, OR).

### Histologic analysis

The tissues were fixed in 4% paraformaldehyde solution and embedded in paraffin. The tissue sections were stained with hematoxylin and eosin (H&E). Nonalcoholic fatty liver disease severity score which estimates the severity of fatty liver by the summation of steatosis, lobular inflammation and hepatocyte balloon degeneration was calculated in a blinded fashion. The lipid droplet areas of the H&E stained liver were quantified using ImageJ^26^ according to a previous protocol^27^. The size of adipocyte was measured using ImageJ. The number of crown-like structure was calculated per 5 high power field (× 200) to estimate the adipose tissue inflammation.

### Statistical analysis

Data in the graph were expressed as the mean ± SEM, unless otherwise indicated. The area under the curve (AUC) was calculated using the trapezoidal rule. Time-series data were analyzed using repeated measures ANOVA followed by Sidak’s post hoc test. Three group comparisons were performed using one-way ANOVA followed by Tukey’s post hoc test. Pearson correlation of Log_2_ fold change of the gene expression was used to determine similarity between the gene expression data of VSG and RYGB model. Data were analyzed using Prism v8.0 (GraphPad, San Diego, CA, USA) and R version 3.5.0 (R Foundation for Statistical Computing, Vienna, Austria). *P* value < 0.05 was considered statistically significant. The statistical analysis used for RNA sequencing was described in the previous section.

## Results

### Body weight and glucose tolerance

All three mice groups lost significant amounts of body weight during the early postoperative period (Fig. 1a). The VSG group induced slightly more body weight loss than the sham group during the liquid diet period and exhibited lower body weight regain thereafter. This resulted in significant weight differences between the VSG and the sham group and the difference was maintained during the rest of the study period. The body weight of the sham-PF group was initially paralleled with that of the sham group during the liquid diet period. Then, the trajectory of the body weight of the sham-PF group followed that of the VSG group after the initiation of pair feeding of the high-fat diet. The food intake was well matched between the VSG and the sham-PF group (Fig. 1b). However, during postoperative 6 and 7 week, the sham-PF group consumed slightly lower amount of food than the VSG group. Compared with the sham group, the VSG group consumed less food only during the first 3 weeks after the surgery (Fig. 1b). The cumulative food intake was similar between the VSG and the sham-PF group, both of which were lower than the sham group (Fig. 1c).

**Figure 1:**
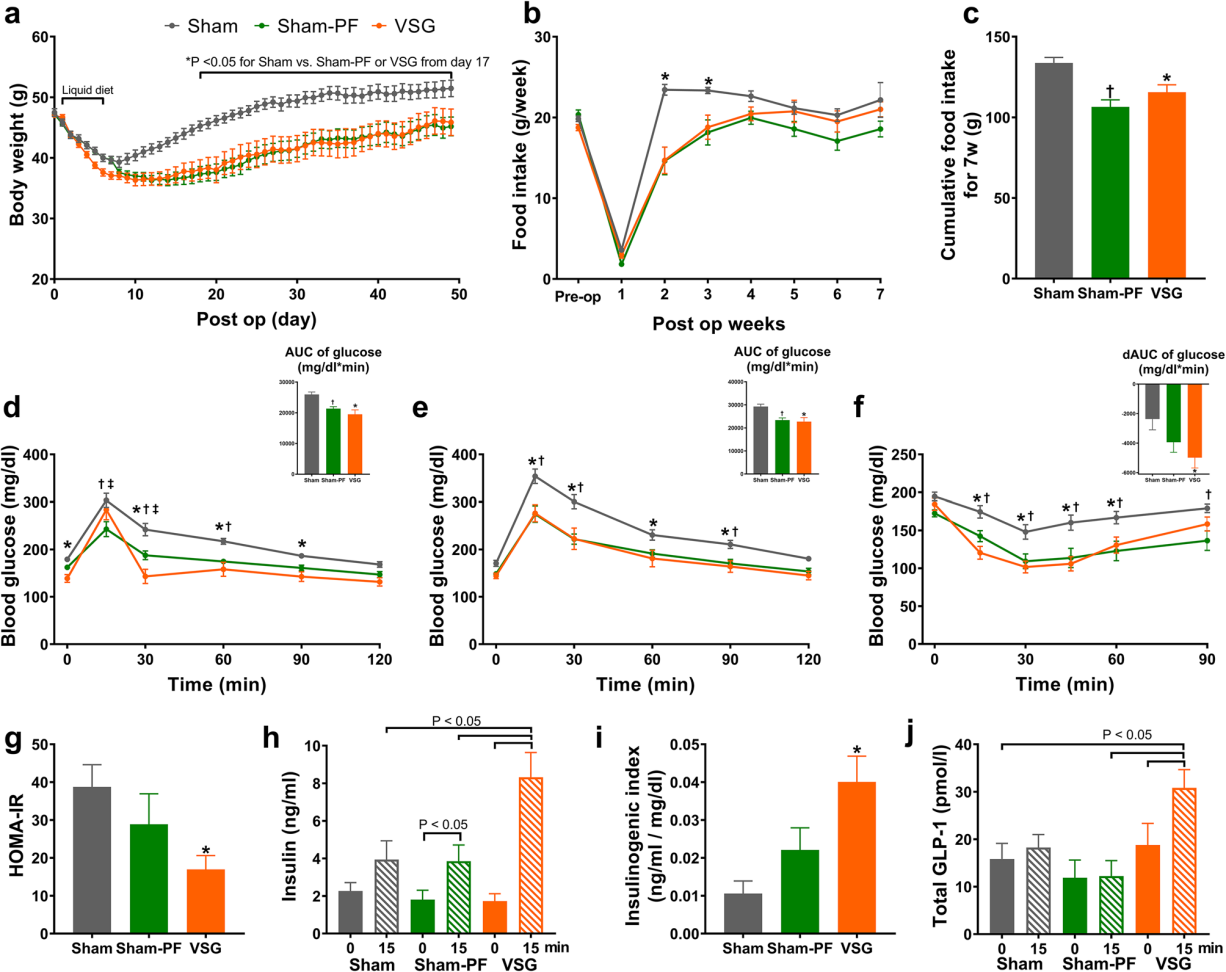
VSG induced sustained weight loss and improved glucose tolerance. (**a**) Body weight, (**b**) weekly food intake and (**c**) cumulative food intake during 7 weeks after surgery. (**d**) Blood glucose levels during the oral glucose tolerance test and the AUC of glucose levels (inset figure). (**e**) Blood glucose levels during the intraperitoneal glucose tolerance test and the AUC of glucose levels (inset figure). (**f**) The blood glucose levels during the insulin tolerance test and the decremental AUC, which is the area under the curve of the glucose levels below the baseline glucose level (inset figure). (**g**) HOMA-IR is defined as fasting glucose level (mg/dl) × fasting insulin level (μU/ml)/405. (**h**) The plasma insulin levels of fasted and 15 min after the oral glucose challenge. (**i**) Insulinogenic index is the increment of the insulin divided by the increment of the glucose level between fasting and 15 min after the oral glucose challenge. (**j**) The plasma GLP-1 levels of fasted and 15 min after the oral glucose challenge. N = 12 in each group. Comparison: Repeated measured ANOVA with Sidak’s post hoc test. *P < 0.05 for sham versus VSG. Data are mean with SEM. ^†^*P* < 0.05 for sham versus sham-PF. ^‡^*P* < 0.05 for sham-PF versus VSG.

Both the VSG and the sham-PF group demonstrated better glucose tolerance than the sham group during the OGTT and IPGTT (Fig. 1d,e). During the OGTT, the VSG group showed a higher peak of blood glucose at 15 min than the sham-PF group and a steeper decline nearly to the baseline level at 30 min (Fig. 1d). This unique pattern observed during the OGTT was not seen during the IPGTT (Fig. 1e). The AUC of blood glucose levels during the OGTT and IPGTT was similar between the VSG and the sham-PF groups, both of which were lower than those of the sham group (Fig. 1d,e).

During the insulin tolerance test, the decrement of blood glucose level was significantly greater in the VSG and sham-PF groups than in the sham group (Fig. 1f). Homeostatic model assessment of insulin resistance (HOMA-IR)^28^ was significantly lower in the VSG group than in the sham group; however, the sham-PF showed a nominal decrease compared to the sham group (Fig. 1g).

To measure postprandial insulin and GLP-1 secretion, blood was sampled at baseline and 15 min after an oral glucose load. Postprandial insulin levels were significantly higher in the VSG group than in both the sham and sham-PF groups (Fig. 1h). The insulinogenic index at 15 min (the increment of insulin divided by the increment of glucose in the blood) was significantly higher in the VSG group than in the sham group (Fig. 1i), which also tended to be higher than in the sham-PF group (*P* = 0.070). Postprandial plasma GLP-1 levels were higher in the VSG group than in both the sham and the sham-PF groups (Fig. 1j). Fasting GLP-1 levels were not significantly different among the three groups.

### Histologic analysis

On the histologic examination of the liver, fatty liver was apparently improved in the sham-PF and VSG groups compared to the sham group (Fig. 2a). The lipid droplet area was significantly lower in the VSG and sham-PF groups than the sham group (Fig. 2b). Nonalcoholic fatty liver disease activity score of the VSG and sham-PF groups tended to be lower than that of the sham group (*P* = 0.08) (Fig. 2c). The liver weight also tended to be lower in the VSG and sham-PF groups than in the sham group (Fig. 2d).

**Figure 2:**
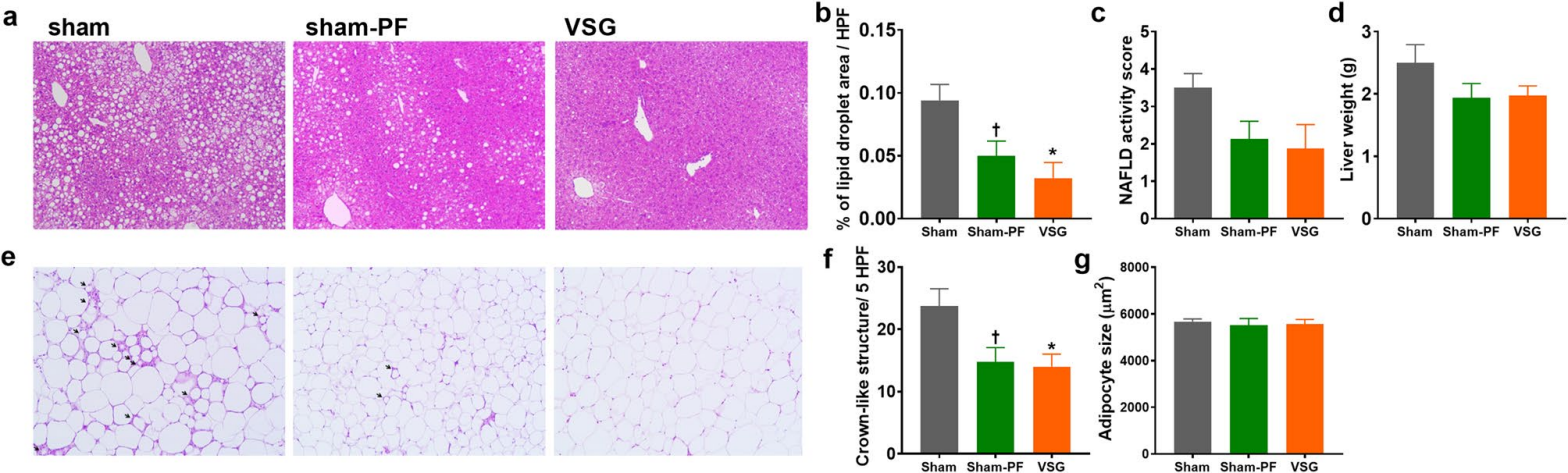
Histologic evaluation of the liver and fat. (**a**) The representative images of the H&E staining of the liver tissue. (**b**) The lipid droplet area of the liver, (**c**) NAFLD activity score and (**d**) liver weight. (**e**) The representative images of the H&E staining of the fat tissue. Arrows indicate crown-like structures. (**f**) The number of crown-like structure per high power field and (**g**) adipocyte size. N = 8 in each group. Comparison: ANOVA with Tukey’s post hoc test. *P < 0.05 for sham versus VSG. ^†^*P* < 0.05 for sham versus sham-PF.

On the histologic examination of the epididymal fat, the sham-PF and the VSG groups had fewer numbers of crown-like structures compared to the sham group (Fig. 2e,f). The mean adipocyte size was similar among the three groups (Fig. 2g).

### Global gene expression analyses

The global gene expression profile showed a distinctive pattern in the liver, fat, and muscle (Fig. 3a–d). In the liver, the number of DEG was greater in the comparison between VSG versus sham-PF than VSG versus sham or sham-PF versus sham (Fig. 3a). The global gene expression profile of the liver changed in a seemingly opposite direction in the VSG and the sham-PF group compared to the sham group, which suggests that the response to the surgery, which was shown in the VSG group, and the response to the calorie-restriction alone, which was shown in the sham-PF group, appeared to be distinctive (Fig. 3d).

**Figure 3:**
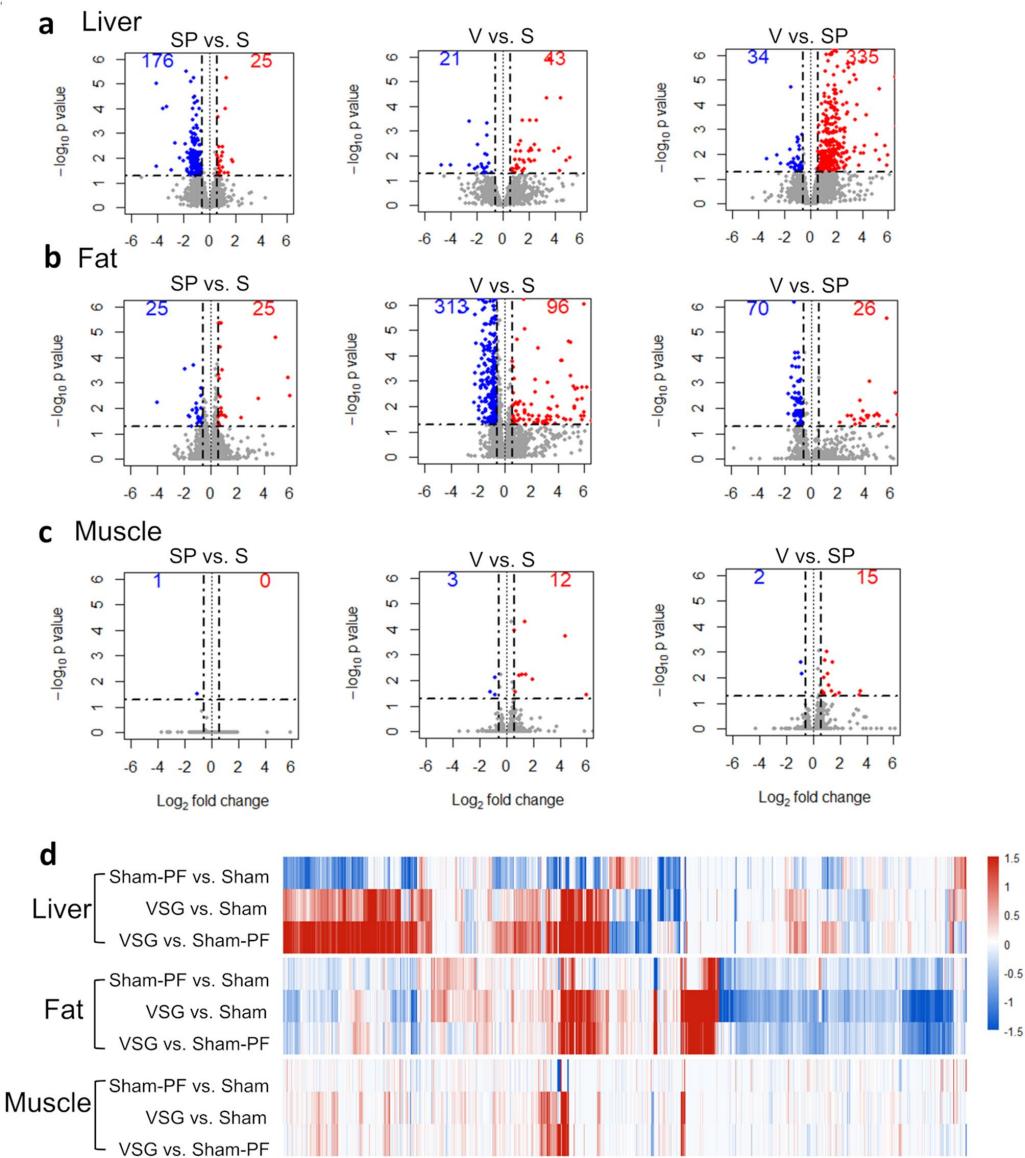
Global gene expression profiles of the liver, fat and muscle. The volcano plot of (**a**) the liver, (**b**) fat and (**c**) muscle. The DEG was defined as adjusted *P* value < 0.05 and fold change ≥ 1.5. (**d**) Heatmap showing log_2_ fold change in the three comparison: sham-PF versus sham, VSG versus sham, and VSG versus sham-PF. Each column represent a gene and genes that showed adjusted *P* value < 0.05 in any of the three organs are included in the heatmap. The numbers of mice included in the RNA sequencing analysis were 4, 3, and 3 for the sham, sham-PF, and VSG group, respectively. S, Sham group; SP, sham-PF group, V, VSG group.

In the fat, the number of DEG was greater in the comparison between VSG versus sham than VSG versus sham-PF or sham-PF versus sham (Fig. 3b). Compared to the sham group, the global gene expression profile of the fat changed in a similar direction in the VSG and the sham-PF group (Fig. 3d). In the muscle, however, the number of DEG was much smaller than in the liver or fat (Fig. 3c). Global gene expression profiles showed only small changes by VSG or calorie restriction (as is shown in the sham-PF group) in the muscle (Fig. 3d).

### VSG versus RYGB

RYGB and VSG are the two most popular types of bariatric surgery^2^. They create different anatomical alterations in the gastrointestinal tract and may have different effects on major organs for the glucose homeostasis including the liver, fat, and muscle. To compare the gene expression changes between RYGB and VSG models, we analyzed a GEO dataset by Ben-Zvi et al. that was composed of the liver, fat, and muscle samples from RYGB-operated mice and body weight-matched sham-operated mice^25^. The gene expression changes of the RYGB group versus the weight-matched sham group from the former dataset and of the VSG group versus the sham-PF group from the current study were compared. The global gene expression profile was distinctive between the VSG and RYGB model, which mainly reflects the different experimental settings (Fig. 4a). When we examine the correlation of the fold-changes of the gene expression between VSG and RYGB in an organ-specific manner, the correlation was higher in the liver than the fat or muscle (Fig. 4b). When the correlation of gene expressions involved in each specific pathway was analyzed, genes involved in the immune system process showed a higher correlation between VSG and RYGB than other pathways including metabolism-related pathways (Fig. 4b). The correlation of the gene expression in the glucose and fatty acid metabolism pathway between VSG and RYGB was statistically significant only in the liver (Fig. 4b). The effects of RYGB on the gene expression of the liver, fat, and muscle were in a similar direction as VSG, but with higher fold-changes than VSG for both the metabolism-related genes and the immune response-related genes (Fig. 4c,d).

**Figure 4:**
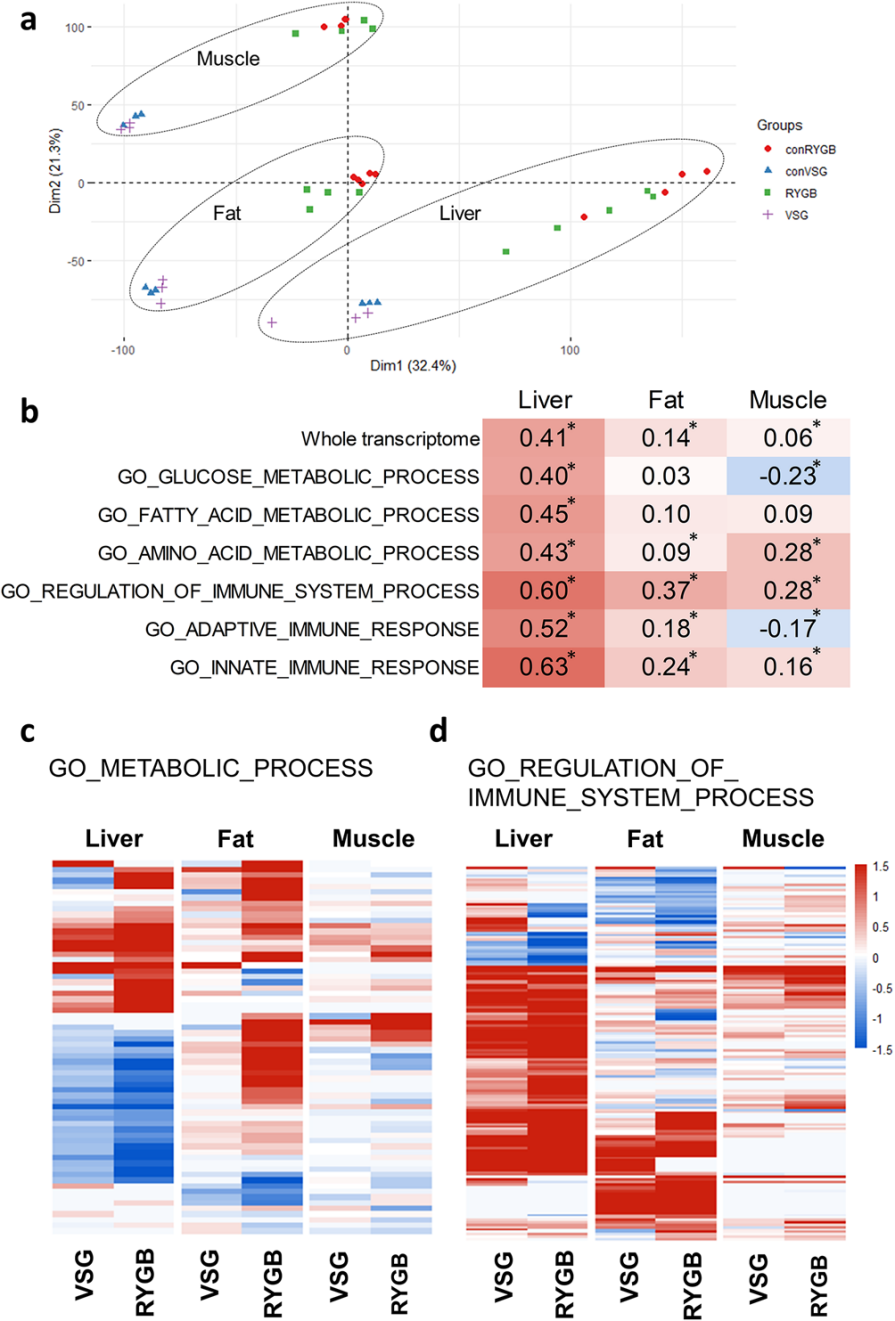
The comparison of gene expression profile between the VSG and RYGB model. (**a**) PCA plot of the VSG and RYGB model and their respective control groups. conRYGB, weight-matched control mice of the RYGB mice; conVSG, pair-fed control mice of the VSG mice. (**b**) Correlation between the gene expression changes of the VSG and RYGB model. Red indicates a positive correlation, while blue indicates a negative correlation. ‘*’ denotes significant by *P* value < 0.05. All other correlations were significant with *P* value < 0.001. The expression patterns of the genes of the (**c**) metabolic process and (**d**) the immune system process in the VSG and RYGB model. Heatmap shows log_2_ fold change. Each row represents a gene. Any genes that showed adjusted *P* value < 0.05 in any of the three organs are included in the heatmap.

### Pathway analyses of the gene expression data

Pathway analyses of the gene ontology and KEGG pathways showed that immune response-related pathways were commonly upregulated in the three organs of the VSG group compared to the sham-PF group (Fig. 5a–c). Specifically, ‘innate immune response’ was significantly enriched in the liver, fat, and muscle. B cell-related pathways were enriched in the liver and fat. At the gene level, *Ifngr1*, which is a receptor of IFN-γ and induces proinflammatory M1 polarization of macrophages was downregulated in the liver, fat, and muscle of the VSG group (Supplementary Table S1). Flow cytometry analysis of the stromal vascular fraction isolated from the epididymal fat showed a tendency of increased anti-inflammatory M2 macrophages (Supplementary Figure S1a–c). *Cxcl13*, a B cell chemoattractant, was also a common DEG in the liver, fat, and muscle of the VSG group (Supplementary Table S1). *Cxcl13* is involved in B cell-related pathways and was upregulated in the three organs. Flow cytometry analysis of the stromal vascular fraction isolated from the epididymal fat showed increased CD19^+^/CD3^+^ lymphocyte ratio, suggesting increased B cell-to-T cell ratio among the lymphocyte population in the VSG group compared to the sham-PF group (Supplementary Figure S1d–f). In the VSG group, compared to the sham group, immune response-related pathways were also commonly upregulated in the liver, fat, and muscle (Fig. 5d–f).

**Figure 5:**
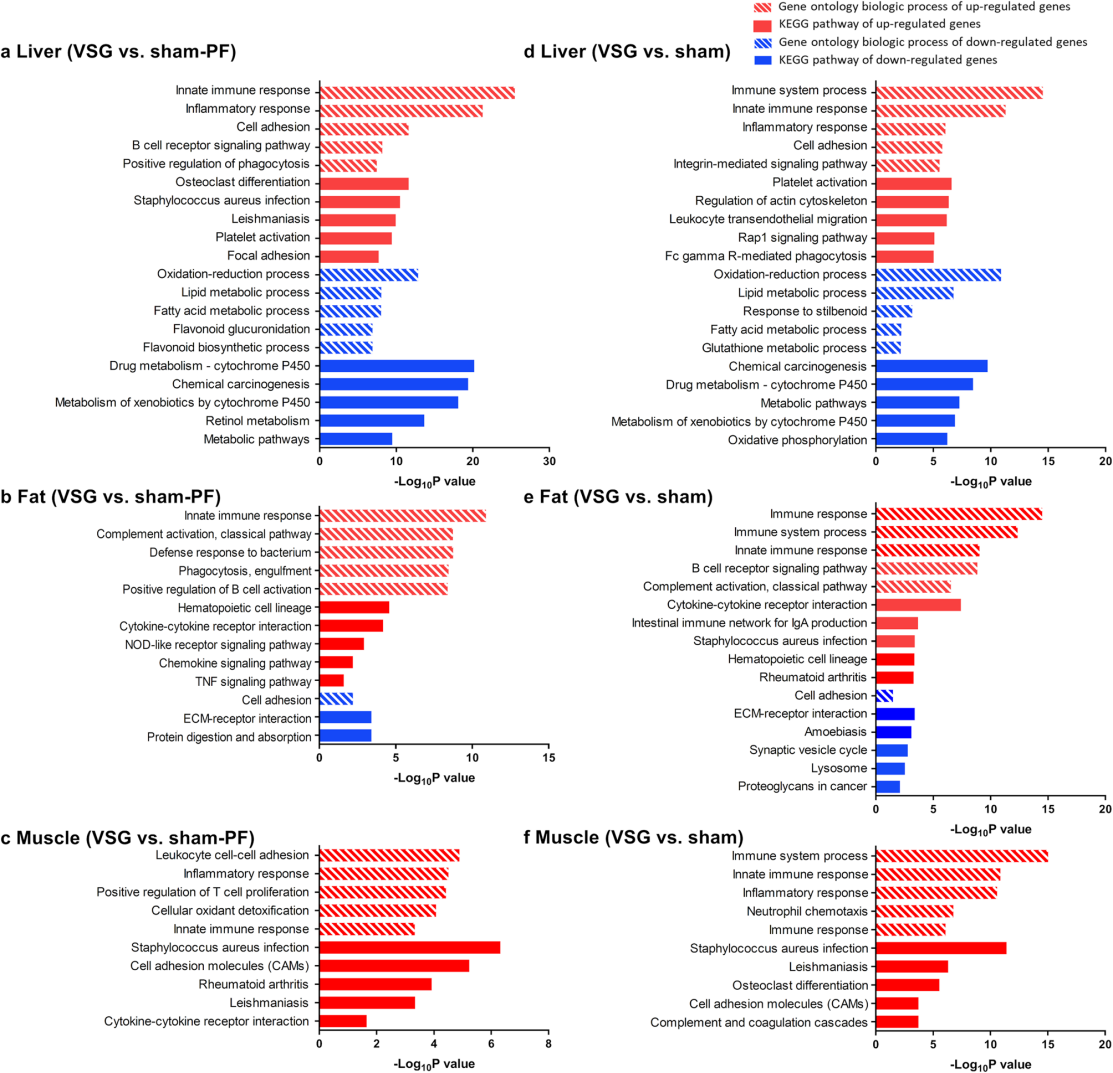
Pathway analyses of the liver, fat and muscle in the VSG group. The enrichment analyses of gene ontology and KEGG pathways in (**a**) the liver, (**b**) fat, and (**c**) muscle in the VSG group compared to the sham-PF group and (**d**) the liver, (**e**) fat, and (**f**) muscle in the VSG group compared to the sham group are summarized. Top 5 gene ontologies or KEGG pathways with adjusted *P* value < 0.05 are shown.

Metabolism-related pathways were enriched in the liver of the VSG group compared to those of the sham-PF group (Fig. 5a). ‘Lipid metabolic process’ and ‘fatty acid metabolic process’ were enriched in the downregulated DEGs of the liver. At the gene level, the expression of metabolism-related genes was also changed mainly in the liver (Supplementary Figure S2a). In the liver of the VSG group, genes involved in the glycolysis pathway, including *Hk1, Hk3,* and *Pkm* were upregulated, while these genes were downregulated in the liver of the sham-PF group compared to the sham group (Supplementary Figure S2b). The genes involved in the fatty acid synthesis and elongation processes including *Acaca*, *Fasn*, and *Elovl*, were downregulated in the liver of the VSG group compared to that of the sham group, which was not seen in the sham-PF group. In the VSG group compared to the sham group, metabolism-related pathways including ‘lipid metabolic pathway’ were also enriched in the downregulated DEGs of the liver (Fig. 5d).

## Discussion

In this study, we focused on the effects of VSG on gene expression in the liver, fat, and muscle, the three major glucose-metabolizing organs. The VSG group exhibited improved glucose tolerance and reduced body weight compared to the sham group. However, the glucose tolerance and body weight of the VSG group were similar to those of the sham-PF group. Although histologic changes were not different between the VSG and the sham-PF group in the liver and fat, the gene expression profile showed distinctive changes, which implies additional mechanisms of VSG on metabolic improvements other than calorie restriction alone.

The global gene expression profile showed a much larger change in the liver compared to the fat and muscle. The muscle showed only small changes in global gene expression. In a previous study^29^, a rat VSG model showed that the significant decrease of hepatic glucose production was the major contributor to the improvement of glucose tolerance than sham or sham-PF control rats. In the same study, glucose clearance by peripheral tissues was not different between the VSG and the sham or the sham-PF group^29^. In a study of obese patients with T2DM, HOMA-IR, which mainly reflects hepatic insulin sensitivity, was improved as early as 3 days after VSG before any significant weight loss occurred^30^. In another study, the hepatic insulin sensitivity measured by a hyperinsulinemic–euglycemic clamp was significantly improved 1 week after RYGB in obese patients, while peripheral insulin sensitivity was unchanged^31^. The liver showed the most prominent gene expression changes in our study, suggesting that the liver is the primary organ mediating the systemic effects of VSG.

Effects of VSG on hepatic glucose metabolism can be summarized as the upregulated glycolytic pathway. Genes involved in the rate limiting and irreversible steps of glycolysis, *Hk1*, *Hk3*, and *Pkm*, were upregulated in the liver of the VSG group compared to that of the sham-PF group. These genes were downregulated in the sham-PF group compared to the sham group. The calorie intake in the sham-PF group was restricted to match to the calorie intake of the VSG group. In the calorie-restricted state, the activity of gluconeogenic enzymes is enhanced and that of glycolytic enzymes is suppressed in the liver^32,33^. VSG might reverse this calorie restriction-induced changes of hepatic glucose metabolism. Although we could not specify the mechanism of how VSG affects hepatic gene expression, the changes of bile acid pool and subsequent FXR signaling could mediate this effect. FXR is a nuclear receptor of bile acids that coordinates hepatic glucose metabolism according to fasting and feeding state^34^. In a murine study, levels of circulating bile acids were increased and the expression of FXR target genes were enhanced in the VSG group^15^. Activation of FXR by a chemical agonist or gene transfer suppressed *Pepck* and *G6pc*, genes involved in gluconeogenesis in the liver^35^. In addition, a previous report that FXR is required for the beneficial effects of VSG on glucose metabolism^9^ supports the possibility that FXR mediates the effects of VSG on hepatic gene expression.

In our VSG model, immune response-related pathways were upregulated in the liver, fat, and muscle. There are other previous studies also reported the increased immune response in peripheral tissues after bariatric surgery. Hagman et al. reported that, at postoperative 1 year after RYGB or VSG, patients exhibited 35 kg weight loss on average, but the number of neutrophils, dendritic cells, macrophages, and T cells were increased in the subcutaneous adipose tissue^36^. Frikke-Schmidt et al. examined the adipose tissue immune cell population in VSG-operated mice^37^. The number of T cells and macrophages were increased in the epididymal fat of the VSG group compared to that of the sham and the sham-PF group. A RYGB mouse study also reported that RYGB induced a stronger immune response in the liver, fat, and muscle characterized by upregulation of *Il33*^25^. However, there are other studies that reported opposite results. The expression levels of inflammatory cytokines including *Ccl2*, *Il6*, and *TNF-α* were decreased in the adipose tissue of the RYGB-operated patients after achieving 20% body weight loss^38^. Systemic levels of IL-6 were decreased in the short- and long-term periods after bariatric surgery^39^. Collectively, these results suggest that VSG might differentially affect each specific immune pathway in different contexts such as different postoperative time points and target organs.

The flow cytometry analysis of the stromal vascular fraction was performed to examine whether the changes in the gene expression was related to the changes in the immune cell population in the adipose tissue. In the VSG group, compared to the sham-PF group, the proportion of M2 macrophage tended to be higher and B cell to T cell ratio was modestly increased. Similarly, it was reported that VSG, compared to pair feeding, increased CD11c^−^ macrophage (an M2 phenotype) in the adipose tissue in high fat diet-fed obese mice^37^. The metabolic role of B cells residing in the adipose tissue is yet to be fully elucidated^40^. It was reported that regulatory B cells attenuated adipose tissue inflammation and had beneficial effects on glucose metabolism, while another B cell subset, B2 subtype, promoted adipose tissue inflammation and insulin resistance^41,42^. Our study showed that VSG altered the immune cell population in the adipose tissue and the immune response gene expression in the liver, fat and muscle, which warrants further mechanistic study to elucidate the role of these immune responses in metabolic improvements following VSG.

In summary, VSG improved glucose tolerance and induced sustained body weight loss to a similar extent as pair-fed sham controls. VSG induced global gene expression changes in the liver, fat, and muscle. Among the three organs, the liver showed the most prominent gene expression changes after VSG. Immune response-related pathways, in particular, were commonly upregulated in the liver, fat, and muscle. VSG-induced gene expression changes in the liver, fat and muscle may play a critical role in the metabolic improvements after VSG.

## Supplementary Information

Supplementary Information

## Data Availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Vertical sleeve gastrectomy induces distinctive transcriptomic responses in liver, fat and muscle
**Source:** Sci Rep. 2021 Jan 27;11:2310. doi: 10.1038/s41598-021-81866-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Vertical Sleeve Gastrectomy Induces Distinctive Transcriptomic Responses in Liver, Fat and Muscle**

Chang Ho Ahn^1,2^, Eun Hye Choi^1,3^, Hyunjung Lee^4,5^, Woochan Lee^4,5^, Jong-Il Kim^4,5^, Young Min Cho^1,3*^

**Supplementary Table S1. Common DEGs of the liver, fat, and muscle in the VSG group compared to the sham-PF group**

|  | Liver (VSG vs. sham-PF) | | | Fat (VSG vs. sham-PF) | | | Muscle (VSG vs. sham-PF) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | Log2 FC | Raw P value | Adj P value | Log2 FC | Raw P value | Adj P value | Log2 FC | Raw P value | Adj P value |
| Adgre4 | 1.984 | 0.005 | 0.111 | 1.520 | 0.023 | 0.673 | 1.850 | 0.005 | 0.474 |
| Aif1 | 1.874 | <0.001 | <0.001 | 1.046 | 0.012 | 0.478 | 1.437 | 0.014 | 0.800 |
| Aoah | 1.993 | <0.001 | 0.009 | 2.217 | 0.003 | 0.191 | 1.567 | 0.012 | 0.745 |
| Cd24a | 0.998 | 0.021 | 0.266 | 1.206 | 0.037 | 0.837 | -0.220 | 0.048 | 1.000 |
| Cd300e | 3.455 | <0.001 | 0.005 | 3.706 | <0.001 | 0.020 | 3.667 | <0.001 | NA |
| Cd300lf | 2.800 | <0.001 | <0.001 | 2.110 | 0.029 | 0.758 | 1.744 | 0.040 | NA |
| Clec4a1 | 2.989 | <0.001 | 0.013 | 1.469 | 0.012 | 0.467 | 1.088 | 0.001 | 0.221 |
| Cxcl13 | 4.590 | 0.004 | 0.103 | 3.869 | 0.002 | 0.172 | 3.826 | 0.003 | 0.386 |
| Dpep2 | 1.802 | 0.011 | 0.184 | -0.576 | 0.014 | 0.508 | 1.263 | 0.016 | 0.859 |
| Fgr | 2.526 | <0.001 | <0.001 | 1.554 | 0.016 | 0.549 | 1.837 | <0.001 | 0.164 |
| Gngt2 | 2.086 | <0.001 | <0.001 | 0.648 | 0.048 | 0.908 | 0.566 | 0.005 | 0.477 |
| H19 | 2.467 | 0.004 | 0.092 | -1.674 | <0.001 | 0.005 | 0.434 | <0.001 | <0.001 |
| Hbb-bs | 1.922 | <0.001 | <0.001 | 1.024 | 0.007 | 0.367 | 3.248 | <0.001 | 0.204 |
| Hbb-bt | 1.841 | <0.001 | <0.001 | 0.908 | 0.030 | 0.778 | 3.060 | 0.002 | 0.289 |
| Hspg2 | 0.876 | 0.016 | 0.226 | -0.632 | 0.039 | 0.860 | 0.322 | 0.016 | 0.857 |
| Ifngr1 | -0.777 | <0.001 | 0.023 | -0.305 | 0.046 | 0.907 | -0.299 | 0.004 | 0.450 |
| Ighm | 2.501 | <0.001 | 0.022 | 2.617 | 0.015 | 0.536 | 1.352 | <0.001 | 0.147 |
| Ighv11-2 | 5.925 | <0.001 | 0.011 | 3.710 | 0.014 | 0.511 | 6.094 | 0.045 | 1.000 |
| Ighv1-26 | 4.748 | 0.004 | 0.091 | 3.179 | 0.049 | 0.917 | 3.797 | 0.013 | NA |
| Igkc | 3.005 | <0.001 | <0.001 | 2.833 | 0.041 | 0.870 | 3.333 | 0.009 | 0.638 |
| Igkv1-110 | 2.627 | 0.010 | 0.179 | 3.774 | 0.012 | 0.482 | 5.089 | 0.023 | 0.991 |
| Igkv1-135 | 2.417 | 0.014 | 0.216 | 2.903 | 0.030 | 0.779 | 3.234 | 0.041 | NA |
| Iglc2 | 1.802 | 0.034 | 0.334 | 2.713 | <0.001 | 0.017 | 1.994 | 0.033 | NA |
| Il1b | 2.588 | <0.001 | 0.002 | 1.536 | 0.047 | 0.908 | 2.655 | 0.002 | 0.316 |
| Itgax | 2.413 | <0.001 | 0.009 | -1.457 | <0.001 | <0.001 | 1.043 | 0.009 | 0.631 |
| Jchain | 2.771 | <0.001 | 0.007 | 2.502 | 0.030 | 0.779 | 3.501 | <0.001 | 0.032 |
| Ltf | 9.214 | <0.001 | <0.001 | 3.232 | <0.001 | 0.020 | 3.341 | 0.022 | 0.974 |
| Marcksl1 | 1.226 | <0.001 | 0.005 | 1.257 | 0.038 | 0.851 | 0.616 | 0.049 | 1.000 |
| Mmp9 | 2.990 | <0.001 | 0.014 | 3.016 | <0.001 | 0.018 | 1.560 | 0.001 | 0.221 |
| Nfkbia | 0.737 | 0.011 | 0.193 | 0.728 | 0.010 | 0.426 | 0.347 | 0.043 | 1.000 |
| Ngp | 10.325 | <0.001 | <0.001 | 6.867 | <0.001 | 0.007 | 7.699 | 0.002 | 0.331 |
| Plxnd1 | 0.544 | 0.011 | 0.193 | -0.504 | 0.013 | 0.496 | 0.237 | 0.018 | 0.892 |
| Rgs2 | 1.575 | <0.001 | <0.001 | -0.640 | 0.011 | 0.453 | -0.390 | 0.010 | 0.661 |
| S100a9 | 5.456 | <0.001 | <0.001 | 4.351 | <0.001 | <0.001 | 3.951 | 0.003 | 0.392 |
| Siglece | 2.466 | <0.001 | 0.005 | 2.613 | 0.002 | 0.141 | 1.752 | 0.009 | 0.638 |
| Slc15a3 | 1.207 | <0.001 | 0.002 | -0.679 | 0.008 | 0.399 | 0.723 | 0.018 | 0.906 |
| Snca | 1.879 | 0.046 | 0.381 | 1.268 | 0.006 | 0.318 | 1.662 | <0.001 | 0.046 |
| Steap4 | 1.245 | 0.013 | 0.212 | 0.367 | 0.035 | 0.824 | 0.216 | 0.033 | 1.000 |
| Tmem176a | 0.733 | 0.013 | 0.205 | 0.948 | 0.048 | 0.908 | 0.595 | <0.001 | 0.205 |
| Tmem176b | 0.699 | 0.023 | 0.274 | 0.878 | 0.043 | 0.889 | 0.601 | <0.001 | 0.204 |

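Supplementary Table S1 lists the genes that the paper calls common to the 3 organs, each with its log2 fold change in the VSG group against the sham-PF group in the liver, fat and muscle. A positive log2 fold change means higher expression in the VSG group, and a value of 1 corresponds to a doubling. Each organ was compared on its own, so a gene has a separate raw P value and adjusted P value for each organ. The raw P value refers to a single gene, and the adjusted P value takes into account that all genes of an organ were tested at once. Entry to the table rests on the raw P value in every organ, so a listed gene can have a raw P value under 0.05 in all of them and a much larger adjusted P value. This differs from the rule that the methods give for a DEG in a single organ, which asks for an adjusted P value under 0.05 and an absolute fold change of at least 1.5. Entry does not depend on the sign either, and some genes of the table, such as Itgax and H19, have a positive log2 fold change in the liver and a negative one in the fat. An adjusted P value written as NA stands for a gene for which none was given. In Supplementary Table S1 these occur in the muscle, for genes such as Cd300e and Ighv1-26.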

The criteria for DEG was raw P value < 0.05 in the liver, fat, and muscle. Log2 FC, log2 fold change; adj P value, adjusted P value

**Supplementary Figure S1. Flow cytometry analysis of the stromal vascular fraction isolated from the epididymal fat.**

The number of (a) total macrophages and the proportion of (b) M1 and (c) M2 macrophages. Lymphocyte population including (d) CD3^+^ T cells, (e) CD19^+^ B cells, and (f) CD3^+^/CD19^+^ ratio. Data are mean with SEM.

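The stromal vascular fraction is what remains of fat after collagenase digestion and centrifugation have removed the fat-filled adipocytes, and it holds the immune cells of the tissue together with stromal and vascular cells. As the methods describe, it was prepared from the epididymal fat and stained with fluorescent antibodies, so that the flow cytometer counted each cell by the surface proteins it carried. The macrophage panel used antibodies against CD11b and F4/80, which mark macrophages, and against CD206 and MHC II, markers in common use for M2 and M1 macrophages. A second panel counted lymphocytes. These values were measured on cells and not on RNA, and none of them was analysed here.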

**Supplementary Figure S2. Pattern of the gene expression involved in metabolism pathways.**

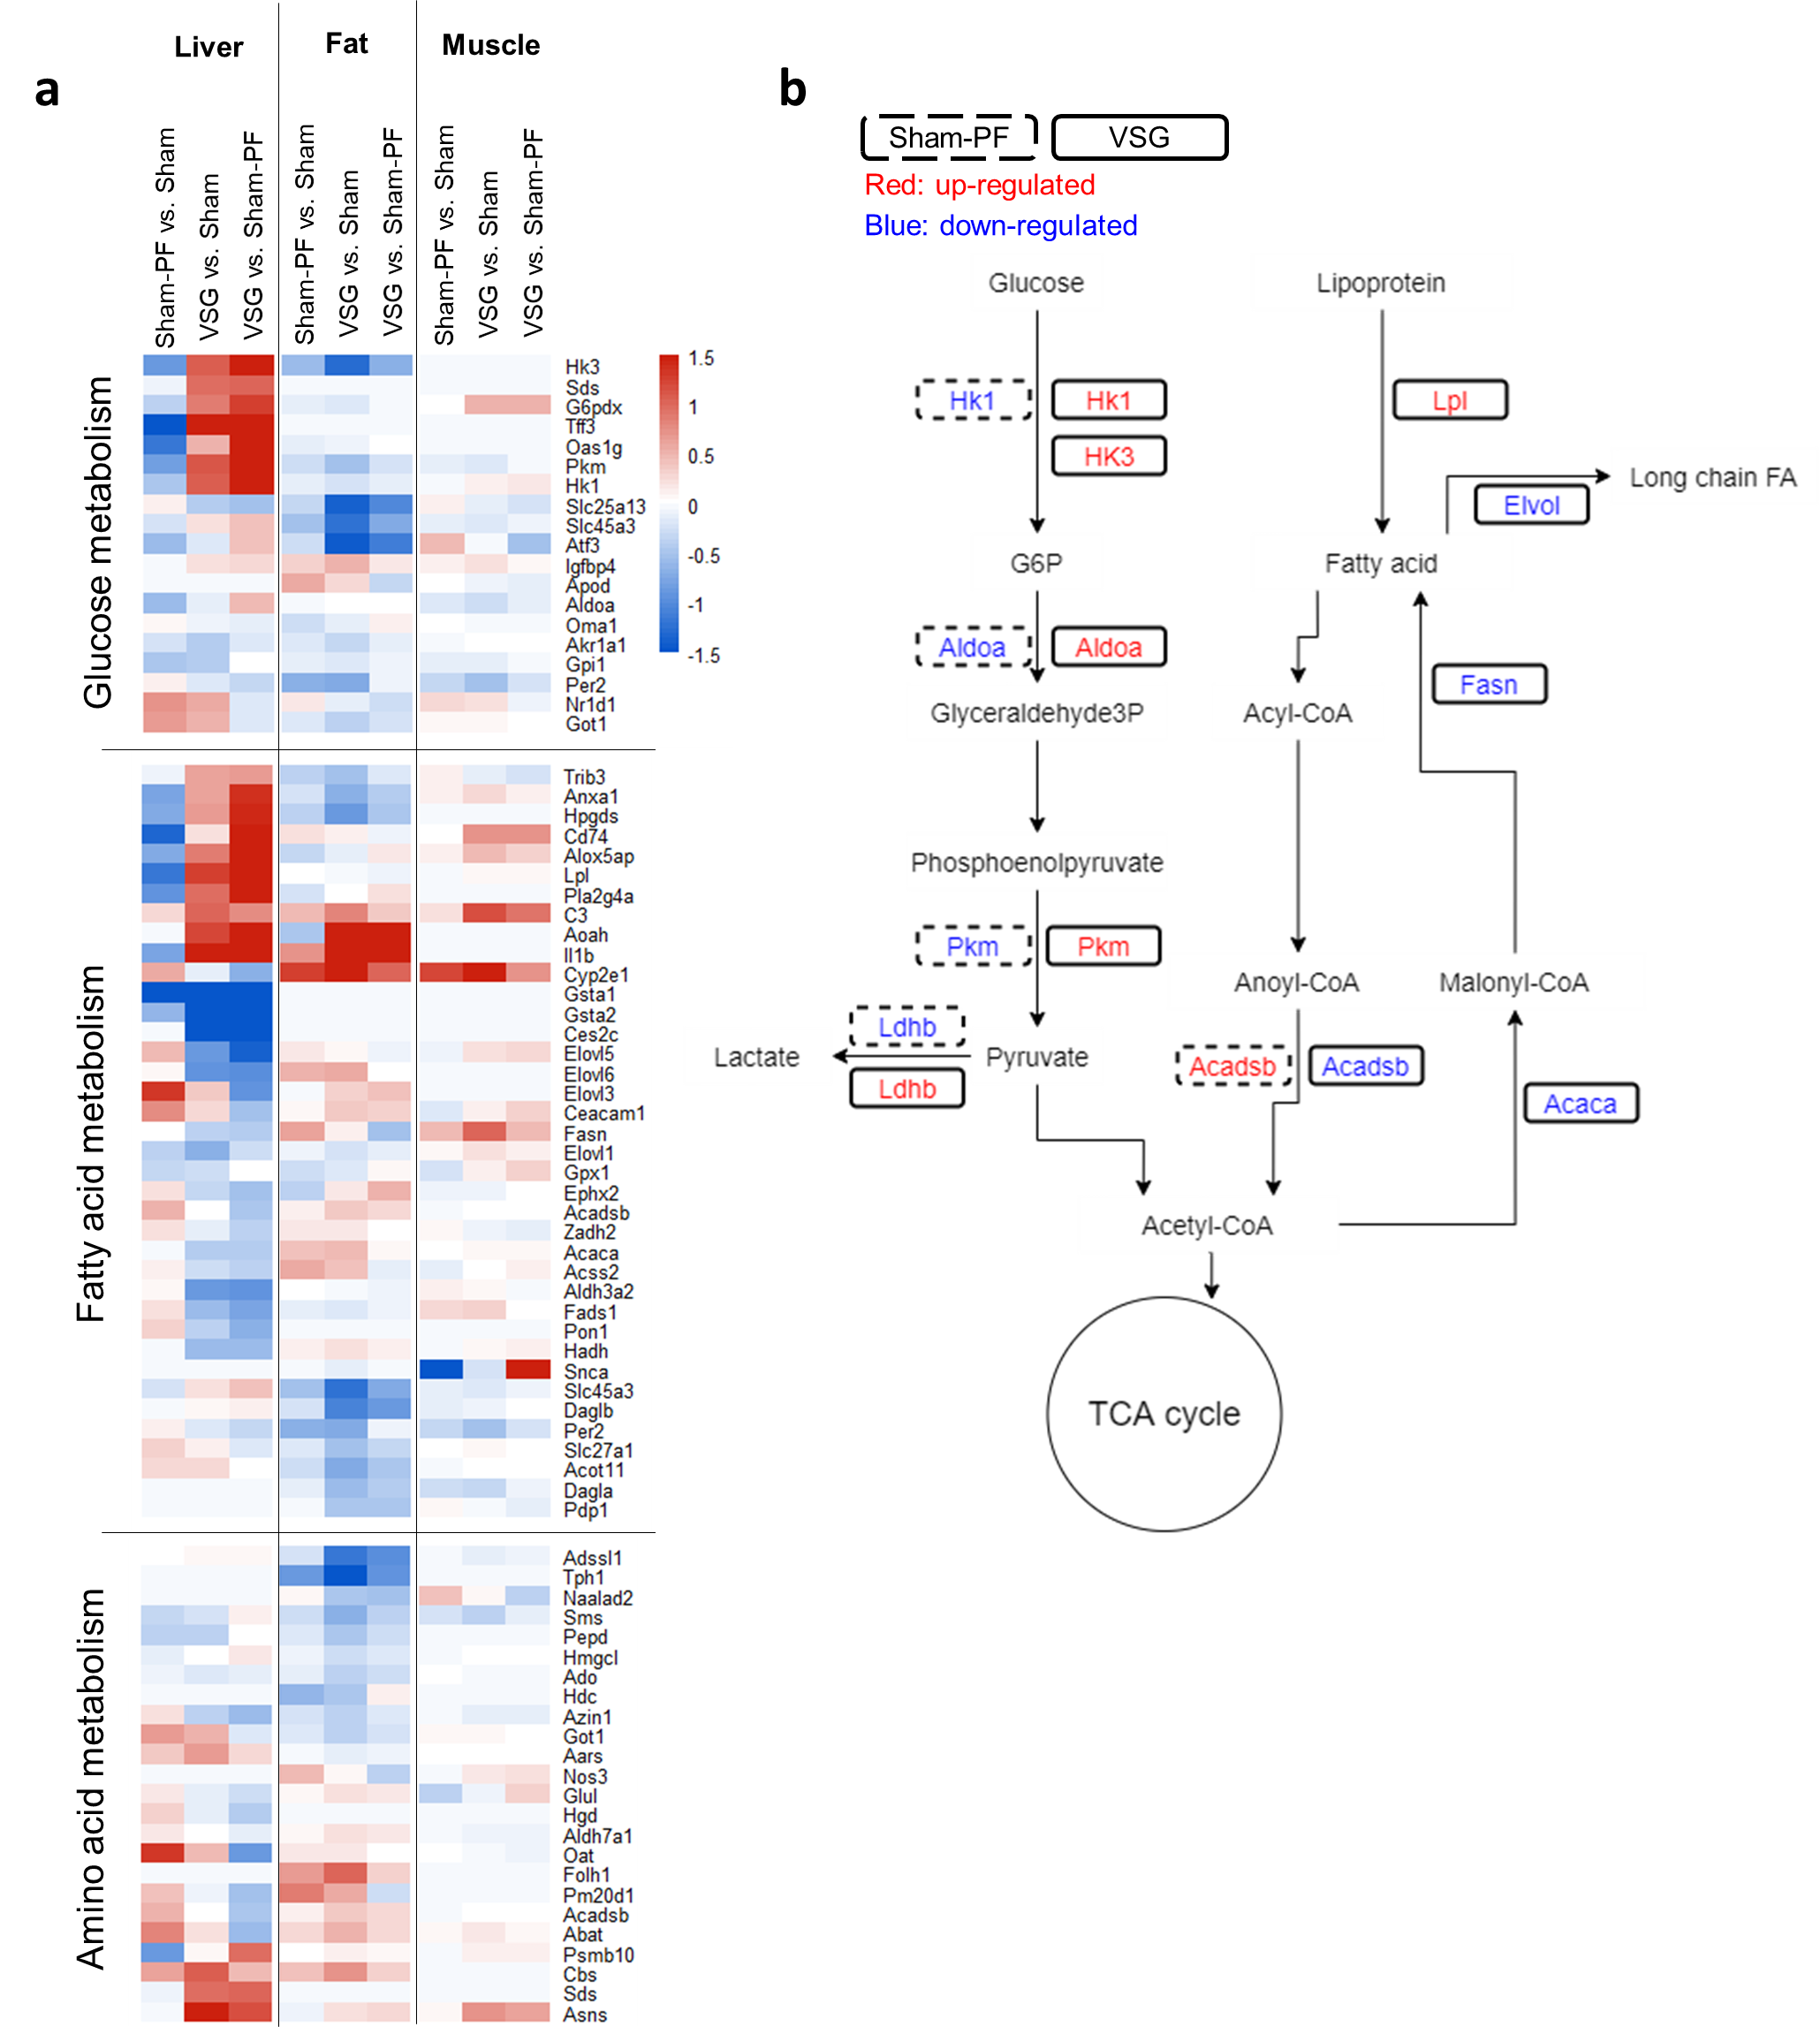

(a) The gene expression patterns of glucose metabolism, fatty acid metabolism, and amino acid metabolism in the liver, fat, and muscle. The heatmap shows log_2_ fold change. (b) The metabolic process of the liver changed in the VSG group (square) and the sham-PF group (dashed square). The metabolic pathway was modified from KEGG pathway (Kanehisa, M; Toward understanding the origin and evolution of cellular organisms. Protein Sci. 28, 1947-1951 (2019)).

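In the heatmap of Supplementary Figure S2a each line is a gene of glucose, fatty acid or amino acid metabolism and each column a comparison within an organ (sham-PF against sham, VSG against sham, or VSG against sham-PF). The color gives the log2 fold change, with red for higher and blue for lower expression in the group named first, and 0 stands for equal expression in both groups. The values derive from the RNA sequencing of the liver, epididymal fat and soleus muscle, for which the methods give alignment to the mouse genome, expression values from RSEM and a comparison of groups with DESeq2 by the authors. Supplementary Figure S2b places the changes of the liver on a drawing of the metabolic pathways. The paper describes Hk1, Hk3 and Pkm, which encode enzymes of glycolysis, as higher after VSG than in sham-PF mice. It describes the same genes as lower in sham-PF mice than in sham mice. Acaca, Fasn and Elovl, which encode enzymes of fatty acid synthesis and elongation, are given as lower after VSG than in sham mice. The paper did not see this decrease in sham-PF mice. The names of the genes are red where expression was higher and blue where it was lower. A dashed square refers to the sham-PF group, whose mice were given only as much food as the VSG mice ate, and a solid square to the VSG group. The libraries behind this figure were not analysed here.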

How the deposited data were processed for this re-analysis (not part of the article)

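The deposited values analysed here come from the mouse RYGB study that the paper used for comparison with VSG, and they cover the mice killed 9 days after surgery. In RYGB a small gastric pouch is joined to the jejunum, so that food bypasses the rest of the stomach and the duodenum. The sham mice had surgery without this rearrangement. All were male C57BL/6 mice with diet-induced obesity. Liver, subcutaneous white adipose tissue (WAT) and skeletal muscle had 4 RYGB and 4 sham libraries each. The villi of the duodenum and of the jejunum had 3 RYGB and 4 sham libraries each, and the villi of the ileum had 5 and 5, which makes 48 libraries in 6 tissues. The paper used the libraries of postoperative 9 weeks from that study, and it compared the changes of RYGB against weight-matched sham with those of its own VSG mice against sham-PF. Neither set was analysed here, so the text added to the supplement explains it in words, without values from day 9. The labels do not say whether the sham mice were weight-matched at day 9.

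The authors deposited 1 table for each tissue, with 1 column for each mouse. The values are CPM, the counts of a gene relative to all counts of its library, deposited by the authors after rounding to 0.1, and this unit was settled from the values themselves, since with 1 line kept per gene the columns summed to between 925122 and 998777. The paper's text and the labels name neither the aligner nor the counting program nor the annotation of these tables. The libraries were made with a stranded mRNA kit. Every listed gene reached 1 CPM in at least as many libraries as the smaller group of its tissue has. No scaling factor between libraries beyond CPM is visible in the values, so a change in a few abundant genes moves all others in the opposite direction. Lines that repeat a gene held equal values and were counted once (379 in WAT, 408 in muscle, 298 in duodenum, 359 in jejunum, 326 in ileum and 1 in liver). In the liver table 12 lines lacked a value for sham replicate 3 and held a number of another kind under sham replicate 4. They were left out. For 3 of these genes (Zpr1, Zfp65 and Zfp85) a complete line was present and was used.

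The depth of the libraries is unknown, because total counts were not part of the tables. Of the 50 steps of 0.1 CPM up to 5 CPM, at most 2 were empty in any of the 48 libraries, so 1 read was worth no more than about 0.1 CPM and the rounding limits the precision of genes under about 1 CPM. No interval or floor that needs counts was computed. The 10 most abundant genes took between 4.8% and 14.1% of the listed CPM in the RYGB libraries of WAT and between 25.0% and 30.1% over all muscle libraries.

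RYGB was compared with sham within each tissue on log2(CPM + 1) with limma (version 3.58.1, empirical Bayes with a trend, in R 4.3.3), for genes with a mean of at least 1 CPM. P values were adjusted by the Benjamini-Hochberg method over the genes tested in a tissue. As in the paper, a DEG had an adjusted p-value under 0.05 and an absolute fold change of at least 1.5. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Effects were not compared between tissues by a test, because the tables were normalized separately. Count models were not used, since the values are not counts. The genes named are every gene the paper names in its text (19 genes) and, in each tissue, the 5 DEGs with the largest increase and the 5 with the largest decrease among DEGs for which every RYGB library lay on the same side of every sham library. Other genes named were chosen after their values were seen. Coordinates refer to the mouse genome GRCm38 with the GENCODE M21 annotation.

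Lists of genes were tested with camera from limma, with the preset correlation of 0.01 between genes, over 9 lists and 50 combinations of list and tissue with Benjamini-Hochberg adjustment. The lists were the genes of glucose, fatty acid and amino acid metabolism read from Supplementary Fig. S2a, marker genes of neutrophils, B cells, macrophages and erythroid cells, targets of the bile acid receptor, and the genes of Supplementary Table S1 with a positive log2 fold change in the 3 organs. A second set test (fry) and the correlation estimated from the data were alternatives. A further 7 lists (T cell, lymph node stroma, keratinocyte and pancreatic acinar markers, female-biased and male-biased liver genes, and cholesterol synthesis) were written after DEGs had been seen, and genes already looked at in the tissue concerned were left out of them. Their tests were adjusted together. Not every gene with a large change is named, and 1 is not reported here. For Supplementary Table S1, the log2 fold changes at day 9 were set beside the paper's values for VSG against sham-PF by sign and by correlation across genes, and 10000 random lists matched for expression in 20 bins gave the percentiles. Genes are not independent replicates in these comparisons.

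The method was tested on simulated data. Values were drawn around each gene's mean with its own spread in the muscle, jejunum and ileum tables, independently for each gene, and changes of known size were added to 200 genes. Of the genes changed 4-fold, 96%, 89% and 94% were recovered, and of those changed 2-fold, 87%, 45% and 80%. Unchanged genes made up 3.2%, 3.6% and 5.9% of the calls, and without any added change there were 0 calls.

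The grouping, the tests, the thresholds, the first 9 lists and the alternatives were set before the data were examined. The alternatives were a mean of at least 10 CPM or no minimum, a pseudocount of 0.1, the sequencing lane as a covariate, the replicate number as a block, other thresholds for a DEG and leaving out each library in turn. Scaling each library by its median ratio to the geometric mean of its tissue was added after the data had been seen. All samples were mapped from their labels, and 0 columns were left without a sample.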

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

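The splits of the libraries, the sequencing lane and the scaling of the libraries were set as tests before their results were computed. The DEG calls, the B cell and macrophage lists with their set tests, and the fits that leave out a library were set before the data were examined. Every other test of an explanation in this part was chosen only after the result was seen, and its threshold was set with the values known.

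The paper did not analyse the tissues at day 9, and in 4 of them RYGB against sham gave more DEGs than any other split of the same libraries that was run. In the liver 836 of 11807 genes were DEGs (limma, Benjamini-Hochberg adjustment), 684 of them higher and 152 lower in the RYGB group. Only the real split gave as many among the 35 splits of the 8 libraries (1 of 35), and the largest other split gave 2. At an unadjusted p under 0.05 the largest other split gave 2225 genes against 3181. With lane as a covariate the DEGs' log2 fold changes had a median ratio of 1.07 to those without it, so the lane does not account for them. The median log2 fold change of all genes was 0.13, and scaling each library by its median ratio brought it to -0.01, with 69.9% of the DEGs still called. The share of higher genes was 81.8% before and 65.0% after scaling, so how far the lack of a scaling factor shaped the liver count cannot be told apart from the surgery. The count depended on single libraries. It was 329 without RYGB replicate 3, 387 without sham replicate 4, 394 without sham replicate 1, 468 without sham replicate 2 and 544 without RYGB replicate 2. The largest increases were in Mmp12 (log2 fold change 4.76, standard error 0.36, adjusted p = 0.000185) and Gpnmb (4.16, standard error 0.35, adjusted p = 0.00033), each higher in all 4 RYGB livers than in any sham liver. The largest decrease was in Hsd3b5 (-6.11, standard error 0.71, adjusted p = 0.00153). In Scd1, CPM was 287 ± 259 (SD, n = 4) in the RYGB group and 13515 ± 9532 (SD, n = 4) in the sham group. Sham replicate 3 had 818 CPM, close to RYGB replicate 1 (607 CPM), and the other sham libraries had at least 11755 CPM.

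WAT had 3231 DEGs of 13379 genes, 1996 higher and 1235 lower. None of the other 34 splits gave any (1 of 35 with the real one), including the split that follows the lanes, and at an unadjusted p under 0.05 the largest of them gave 1906 genes against 6685. The median ratio with lane as a covariate was 1.08. After scaling 89.0% of the DEGs were still called, so neither lane nor scaling accounts for most of the count, although the share of higher genes moved from 61.8% to 49.6%. Among the largest increases were those of Cr2, Ms4a1, Cd79a and Fcer2a, which are genes of B cells. Cr2, on chromosome 1 of GRCm38 from 195136811 to 195176716, had 220 ± 60.5 CPM (SD, n = 4) in the RYGB group and 0.7 ± 0.29 CPM (SD, n = 4) in the sham group (log2 fold change 6.99, standard error 0.23, adjusted p = 2.81e-06).

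A candidate explanation for these B cell genes is lymph node tissue in the RYGB samples of WAT. The B cell list rose by a median log2 fold change of 5.45 (14 of 14 genes, adjusted p = 4.82e-12 with camera and 0.000282 with fry), and 12 of its 15 genes had a mean of at least 1 CPM in sham WAT too. A rise of B cells alone would leave T cell genes in place, but 15 of 15 T cell genes were DEGs, with a median log2 fold change of 4.20. The list of lymph node stroma genes rose as well (5 of 5 genes, median 1.30, adjusted p = 0.00782). Glycam1, a gene of lymph node vessels chosen after its values were seen, had between 42 and 136 CPM in the RYGB libraries and between 0 and 0.2 CPM in the sham libraries. Lymphocytes alone would not bring these genes of stroma and vessels, and 3 of the 4 stroma genes other than Tnfsf11, which T cells express, were DEGs. A lower share of fat cells by itself would raise the macrophage list too, and that list fell by 0.53. The lane does not account for the pattern, since the smallest difference of the B cell list between groups of 1 lane was 5.37. Lymph node tissue collected with the fat, nodes enlarged or retained in fat pads that had shrunk, and lymphoid tissue formed in the fat stay open, and the values do not separate them. The body or fat pad weights that could do so were not used here. Added lymphoid RNA would also lower the CPM of other genes. How many of the 3231 DEGs, and how much of the fall of the macrophage list, it accounts for was not tested.

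The jejunum had 1058 DEGs of 10854 genes, 501 higher and 557 lower. The real split was the only one to reach this (1 of 35), and the largest other split gave 48 (1649 genes against 2667 at an unadjusted p under 0.05). Lane 2 held only RYGB replicate 2, so lane as a covariate in effect leaves out that library. It gave a median ratio of 0.954 and 469 DEGs. After scaling 88.9% of the DEGs were still called. The count fell to 462 without RYGB replicate 2, 586 without sham replicate 3 and 626 without sham replicate 1. Duoxa2 and Duox2, neighbours on chromosome 2, had the largest increases (log2 fold changes 5.73 and 5.31, adjusted p = 7.03e-05 and 0.000157), in all 3 RYGB libraries. Cubn had the largest decrease (-5.69, standard error 0.62, adjusted p = 0.00101). No cell type or tissue explanation was tested for these genes.

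The ileum had 650 DEGs of 10735 genes, 176 higher and 474 lower. Among 100 splits drawn from those of the 10 libraries, the real one included, 1 gave as many, and the largest other split gave 6. At an unadjusted p under 0.05, however, another split gave 2963 genes against 2842 for the real one, so that 2 of the 100 gave as many. No lane held libraries of both groups (0 lanes), so lane and surgery cannot be told apart in the ileum. After scaling 78.3% of the DEGs were still called and the share of higher genes went from 27.1% to 46.9%, which leaves open how much of the excess of lower genes comes from the missing scaling factor. The count was 312 without sham replicate 3, 327 without RYGB replicate 2, 385 without sham replicate 5, 403 without sham replicate 1 and 428 without sham replicate 4. Tm4sf4 had the largest increase (log2 fold change 3.53, standard error 0.31, adjusted p = 0.000319) and Car2 the largest decrease (-3.15, standard error 0.40, adjusted p = 0.00343).

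In 7 of the named genes every RYGB library lay above every sham library in 1 tissue and below in another, and genes that are not named were not searched for this. This difference between tissues was not tested, since the tables were normalized separately. Between liver and WAT the log2 fold changes differed by 5.89 in Gpnmb (4.16 and -1.73), by 5.70 in Mmp12 (4.76 and -0.94), by 3.87 in Dsp (0.35 and -3.52) and by 3.50 in Ccl2 (2.02 and -1.48). Between ileum and duodenum they differed by 7.56 in Ces2b (3.03 and -4.53) and by 5.92 in Me1 (3.02 and -2.90). In Car2 muscle and ileum differed by 4.14 (0.99 and -3.15). Every RYGB library also lay below every sham library for Me1 in the liver and for Car2 in the jejunum. None of these changes in duodenum or muscle was a DEG. The change of Dsp in the liver (0.35) was not a DEG either, since it lay under the fold change of 1.5. The ileum call of Ces2b was lost in 4 of 10 fits with 1 library left out. Mmp12 and Gpnmb are genes of macrophages, and the macrophage list moved the same way as they did, with a median of 0.66 in the liver (14 of 16 genes) and -0.53 in WAT (13 of 15 genes lower). Both passed with camera (adjusted p = 0.00114 and 0.00168), and neither held under fry. For the genes lower in WAT, a share of lymph node RNA in the RYGB samples stays open. In the ileum the lane remains open for Ces2b, Me1 and Car2. The opposite directions of Car2 in muscle and jejunum do not rest on the ileum lanes. Apart from skin for Dsp, taken up below, no biological explanation was tested for these 7 genes.

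The keratinocyte genes Krt5 and Dsp were at 30.0 CPM or more and at 11.0 CPM or more in sham replicates 1 to 3 of WAT, at 1.0 and 1.2 CPM in sham replicate 4, and at 0.3 CPM or less in every RYGB library. Skin in these sham samples may be the source. Of the 6 other keratinocyte genes tested whose values had not been seen, 3 were higher in these 3 libraries than in every RYGB library, which is too few to separate skin from a change of the fat, so that they cannot be told apart.

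In 5 groups of libraries 1 value lay far from the others on the scale of log2(CPM + 1), out of 122 groups tested, where chance alone gives about 6.1. In the liver Mup7 had 936 CPM in sham replicate 3 and at least 2956 CPM in the other sham libraries, a gap of 0.878 of the range of the log2 values. Mup genes are close paralogs that can share reads, and this was not tested. In WAT Ccl2 had 17.5 CPM in sham replicate 1 against at least 34.5 CPM (0.874). In the ileum Ppm1n had 0.6 CPM in RYGB replicate 5 against at most 0.2 CPM (0.768). Krt5 in RYGB replicate 2 (0.1 CPM against 0) and Dsp in RYGB replicate 4 (0.3 CPM against 0.1) of WAT had a gap of 1 times the range, which is a matter of the rounding to 0.1 CPM.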

How the results depend on the processing

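Scaling by the median ratio was chosen after seeing the data, and the splits of the libraries are given beside the results they test. No DEG had the opposite sign among the DEGs of another setting (0 in every tissue). Without a minimum on CPM, each count was within 1.5 times the main count.

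At an unadjusted p under 0.05 the counts were 3181 in the liver, 6685 in WAT, 1746 in muscle, 2040 in duodenum, 2667 in jejunum and 2842 in ileum. With an adjusted p under 0.05 alone WAT had 4980 genes. A mean of at least 10 CPM, which leaves fewer genes to test, gave 458 DEGs in the liver, 3 in muscle, 664 in jejunum and 333 in ileum. With lane as a covariate the jejunum had 469, which amounts to leaving out RYGB replicate 2, and with scaling muscle had 2. Apart from fewer genes or samples, the cause of these changes was not tested.

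The replicate numbers were tried as a block, which gave 184 DEGs in muscle and 268 in duodenum, but nothing shows that they pair the mice. The correlation of equally numbered libraries ranged from -0.281 to 0.389 over all tissues, and in no tissue was it above 0.1 for every number. These block values are no better estimate than the main ones.

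Leaving out 1 library gave from 329 to 1204 DEGs in the liver (lowest without RYGB replicate 3), from 2460 to 3765 in WAT, from 0 to 210 in muscle (210 without RYGB replicate 4 and 57 without sham replicate 3), from 0 to 757 in duodenum (757 without sham replicate 4), from 462 to 1015 in jejunum and from 312 to 766 in ileum. The number of lists past the threshold ranged from 0 to 1 in muscle, from 0 to 3 in duodenum and from 1 to 3 in ileum.

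The number of lists past the threshold depended on the set test. With the correlation estimated from the data it was 0 in the liver, WAT, duodenum, jejunum and ileum (0, 0, 0, 1 and 1 at an unadjusted p under 0.05). With fry it was 0 in the liver, 1 in WAT, 0 in duodenum and 1 in ileum (3, 2, 3 and 1 unadjusted). The calls that held under fry were B cell genes in WAT, neutrophil genes in the jejunum and bile acid receptor targets in the ileum. In the ileum lane and surgery cannot be told apart. Lane as a covariate gave 3 lists in muscle. The block gave 1 in duodenum, 5 in jejunum and 1 in ileum, a pseudocount of 0.1 gave 1 in duodenum, a mean of at least 10 CPM gave 1 in jejunum, and scaling gave 1 in ileum. The fatty acid list in the ileum had a median log2 fold change of -0.01 and went to 0.183 with a mean of at least 10 CPM and to 0.0934 with scaling, and from -0.0646 to 0.0764 with 1 library left out (0.0139 without sham replicate 2, 0.0287 without sham replicate 5, 0.0171 without RYGB replicate 1, 0.0228 without RYGB replicate 2 and 0.0764 without RYGB replicate 3). A median near 0 over genes that go both ways has no direction.

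For the genes of Supplementary Table S1, the correlation in the liver ranged from 0.293 to 0.742 with 1 library left out (0.293 without RYGB replicate 2). In WAT, the genes with an adjusted P value under 0.05 in the paper's table gave 3 of 6 with the paper's sign and a correlation of 0.144, and the correlation was 0.42 without immunoglobulin and hemoglobin genes. In muscle, lane as a covariate gave 15 of 20 genes with the paper's sign and a correlation of -0.491, and the correlation was 0.0628 without immunoglobulin and hemoglobin genes. With 1 library left out, from 11 to 15 genes had the paper's sign in muscle (15 without RYGB replicate 2) and the correlation ranged from -0.362 to 0.11 (0.11 without sham replicate 1). The genes with an unadjusted p under 0.05 in the liver, WAT and muscle numbered 106 with a mean of at least 10 CPM, 315 with the block, and from 120 to 413 with 1 library left out (413 without muscle sham replicate 3, 293 without muscle RYGB replicate 4 and 120 without muscle RYGB replicate 3).

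Of the 59 named DEGs, 477 values with 1 library left out comprised 418 with an unchanged call and 59 weaker, and 334 values under the other settings comprised 325 and 9. Of the 13 list results past the threshold, 103 values with 1 library left out comprised 88 unchanged, 10 weaker and 5 reversed, and 97 under the other settings comprised 66, 29 and 2. Lane could not be used in duodenum, where all libraries ran on 1 lane, or in ileum. The table of genes with an adjusted P value under 0.05 in muscle was not run, because only 2 were found. The count models and their other normalization were not run, because the values are not counts. The unknown depth and the rounding limit genes under about 1 CPM.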

Other observations

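The splits of the libraries, the lane and the scaling were set as tests before their results were computed. The count of splits at an unadjusted p in muscle and the tests of pancreatic tissue, exchanged labels, blood, sex-biased genes and cholesterol synthesis were chosen only after the results were seen, and their thresholds were set with the values known.

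Muscle had 0 DEGs of 11966 genes, with 1746 genes at an unadjusted p under 0.05 where 598 are expected by chance, and a smallest adjusted p of 0.0547. The simulated changes of 4-fold were found at this number of muscle libraries, in genes well above 1 CPM that varied independently. The number alone would therefore not hide such changes. Changes under 2-fold and genes near 1 CPM were not simulated, so for these the number of libraries stays open. With 0 DEGs, as many are found in any split (35 of 35), so this count says nothing about chance. At an unadjusted p under 0.05 2 of the 35 splits, the real one included, gave as many genes, and the median without the real one was 394.5. The split of sham replicate 3 with RYGB replicates 1 to 3 against the rest gave 3396 and had the most DEGs (443), and leaving out RYGB replicate 4 or sham replicate 3 gave 210 and 57. An exchange of the labels of these libraries could produce this. It was examined with the DEGs of other tissues, each signed by its direction there. Over 615 liver DEGs sham replicate 3 scored 0.148 and RYGB replicate 4 scored -0.108, a difference of 0.26, which places each with the other group. Over 2252 DEGs of WAT the other sham libraries scored from 0.020 to 0.038 and the other RYGB libraries from -0.056 to -0.011, against the direction in WAT, and sham replicate 3 (-0.044) and RYGB replicate 4 (0.066) again lay with the other group. Since the direction of the scores depends on the genes used, they do not show what a treated muscle should score, and an exchange cannot be told apart from another difference between the mice along the same genes. The labels were kept, and apart from the splits no other grouping was used. With 0 DEGs the lane test has nothing to act on in muscle, and scaling gave 2 DEGs.

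The duodenum had 1 DEG of 10850 genes and 2040 genes at an unadjusted p under 0.05 (542 expected by chance). It was Ephx1, on chromosome 1 from 180976210 to 181020904, with 19.0 ± 5.75 CPM (SD, n = 3) in the RYGB group and 170 ± 48.0 CPM (SD, n = 4) in the sham group (log2 fold change -3.09, standard error 0.26, adjusted p = 0.0181). In 4 of the 35 splits there was at least 1 DEG, and the largest, sham replicates 1 to 3 against the rest, had 856 (at an unadjusted p under 0.05, 2 of the 35 gave as many genes as the real one, and the largest gave 2983). The call of Ephx1 was lost in 4 of the 7 fits with 1 library left out. All libraries ran on 1 lane, so the lane plays no part, and scaling left 1 DEG. Without sham replicate 4 there were 757 DEGs. Over 639 ileum DEGs, each signed by its direction there, that library scored near the RYGB libraries (-0.323, against -0.300 to -0.193 for RYGB and 0.164 to 0.528 for the other sham libraries). Over 1029 jejunum DEGs it scored -0.361, below all others. A wrong label of this library could explain it. Its Ephx1 value of 220.3 CPM is above every RYGB library (14.0 to 25.3 CPM), but Ephx1 was found with these labels, so a wrong label cannot be told apart from a sham mouse that differs. The label was kept.

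Genes of digestive enzymes from the pancreas were high in 3 duodenum libraries, sham replicates 1 and 2 and RYGB replicate 3. Cela1 had at least 517.5 CPM there and at most 11.7 CPM in the other libraries. Of 9 further acinar genes listed, all of which the sham duodenum expresses, 6 were over 5 times higher in each of the 3 libraries than in any other (Clps, Ctrl, Pnliprp1, Pnliprp2, Rnase1 and Klk1), while Spink1, Reg1 and Zg16 were not. This is consistent with pancreatic tissue in these samples, collected with the duodenum. The listed genes of these libraries also summed to less than in the other libraries, leaving 29321, 74878 and 26184 CPM unlisted against at most 3735. The acinar list was lower in the RYGB group (median log2 fold change -1.13, 2 of 9 genes higher, adjusted p = 0.128 with camera), so an effect on the comparison of the groups is not excluded.

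Among the lists tested with camera, in the liver the neutrophil (median log2 fold change 2.10, 10 of 10 genes higher), macrophage (0.66) and Supplementary Table S1 lists (0.99, 23 of 26) were higher and the erythroid list lower (-0.53) at an adjusted p under 0.05. WAT had the B cell and macrophage lists, and muscle had 0 (1 at an unadjusted p under 0.05, the erythroid list). In the duodenum the macrophage (1.33, 8 of 9 genes) and Supplementary Table S1 lists (0.63, 11 of 12) were higher, in the jejunum the neutrophil (1.71, 3 of 3), macrophage (0.56, 6 of 7) and Supplementary Table S1 lists (0.79, 9 of 10), and in the ileum bile acid receptor targets (1.45, 7 of 7). The fatty acid list was also called in the ileum at a median of -0.01. The lists of glucose and of amino acid metabolism were not called in any tissue, with medians between -0.29 and 0.18 and between -0.14 and 0.28. With the real split counted in, as many lists were found in 19 of 35 splits of the libraries in the liver, 26 of 35 in WAT, 35 of 35 in muscle (where a count of 0 leaves no other outcome), 10 of 35 in duodenum, 11 of 35 in jejunum and 53 of 100 in ileum, so the number of lists carries no evidence of an effect of surgery. The lists overlap, with 13 of the 31 genes of the Supplementary Table S1 list and 5 of the 18 neutrophil genes in another list. Without RYGB replicate 2, in which S100a9 had 243.5 CPM, the neutrophil list in the liver had a median of 1.31 and the Supplementary Table S1 list 0.61. In the ileum the bile acid receptor list had 0.86 without sham replicate 5. Its mean log2 value in RYGB replicate 4 (4.31) lay below that in sham replicate 2 (4.54). Lane and surgery coincide in the ileum, so the lane stays open for the lists called there. In the jejunum, without sham replicate 1 the macrophage list had 0.28 and the Supplementary Table S1 list 0.50, and without RYGB replicate 1 the latter had 1.24.

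Blood left in the RYGB livers could raise neutrophil genes, but the erythroid list, of which 9 genes are expressed in the liver, fell by 0.53 (8 of 9 genes lower), which argues against whole blood as the source. The fall was 0.12 without RYGB replicate 1 and 0.94 without sham replicate 3. Neutrophils that entered the liver remain open, and the call did not hold under fry.

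For the genes of Supplementary Table S1, the log2 fold change at day 9 after RYGB had the sign of the paper's value for VSG against sham-PF in 29 of 33 genes in the liver (r = 0.608, rho = 0.448 across genes), 25 of 37 in WAT (r = 0.544, rho = 0.544) and 14 of 20 in muscle (r = -0.202, rho = -0.242). Against random lists matched for expression the correlations lay at percentiles 99.75, 99.91 and 17.23. These genes move together, however, and with the real split counted in, as many genes of one sign relation were found in 19 of 35 splits of the same libraries in the liver, 26 of 35 in WAT and 14 of 35 in muscle, and as large a correlation in 16, 14 and 27 of 35, so the relation to the paper's values is no larger than the splits give. Without RYGB replicate 2 the correlation in the liver was 0.293, and without sham replicate 1 that in muscle was 0.11. Of these genes 11 were DEGs in the liver, 18 in WAT and 0 in muscle (5 at an unadjusted p under 0.05), and 22, 24 and 1 had an adjusted p under 0.05 when adjusted over the list alone.

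An unadjusted p under 0.05 in the liver, WAT and muscle alike was found for 187 of 10296 genes, where 163.8 are expected if the organs are independent, and 53 had the same direction in the 3 organs against 65.5 expected. As many were found in 1 of 100 draws of a split in each organ, the real one included, but the number of changed genes in each organ by itself accounts for most of the count, as the expected number shows. Of the 53, 51 were higher, and 2, Gngt2 and Rgs2, are in Supplementary Table S1. There Rgs2 has the opposite sign in fat (-0.64) and muscle (-0.39). The median log2 fold change of all genes was above 0 in the liver (0.13), WAT (0.105) and muscle (0.052). The missing scaling factor therefore stays open for the excess of higher genes. Muscle libraries moved the count, to 413 without muscle sham replicate 3, 293 without muscle RYGB replicate 4 and 120 without muscle RYGB replicate 3.

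Of the 19 genes the paper names, 6 were DEGs in the liver, 5 in WAT, 0 in muscle, 0 in duodenum, 7 in jejunum and 1 in ileum, and 10, 6, 0, 0, 11 and 2 had an adjusted p under 0.05 when adjusted over the list alone. The number tested was 16, 15, 11, 12, 12 and 12, and in muscle and duodenum 1 and 3 had an unadjusted p under 0.05. In the liver Hk1 and Pkm were higher after RYGB (log2 fold changes 0.83 and 1.09, adjusted p = 0.0396 and 0.0234) and Fasn and Elovl3 lower (-1.81 and -2.76, adjusted p = 0.0178 and 0.00843), in all 4 RYGB libraries. Hk3 (0.75, adjusted p = 0.133), Acaca (-0.55, adjusted p = 0.137) and the other Elovl genes tested, Elovl1 (0.19, adjusted p = 0.236), Elovl5 (-0.65, adjusted p = 0.206) and Elovl6 (-0.775, adjusted p = 0.0586), did not pass. Ifngr1, on chromosome 10 from 19591949 to 19610229, was higher in the liver (0.74, standard error 0.18, adjusted p = 0.0309) and not called in WAT (-0.31, adjusted p = 0.145) or muscle (0.13, adjusted p = 0.74), and the difference between tissues was not tested. The paper reports it as lower in the 3 organs after VSG. These liver calls depended on single libraries. With 1 library left out the call was lost in 5 of 8 fits for Ifngr1 and Hk1, in 4 for Pkm, in 2 for Fasn and in 0 for Elovl3. In the jejunum Fasn and Elovl6 were higher after RYGB (1.85 and 1.68, adjusted p = 0.0483 and 0.0262), which for Fasn is opposite to the liver, and this difference was not tested either. There the call was lost in 6 of 7 fits for Hk1 and in 5 of 7 for Fasn, Elovl1, Elovl6 and G6pc, and in WAT in 2 of 8 for Il33. Cxcl13 rose in WAT (4.19, standard error 0.62, adjusted p = 0.00236) together with the lymphocyte genes, and in the liver it was not called (1.05, adjusted p = 0.571).

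Genes with higher expression in male than in female mouse liver were lower after RYGB. The male-biased list, without 6 genes seen beforehand, had a median log2 fold change of -0.98 (13 of 14 genes lower, adjusted p = 1.53e-15 with camera and 0.0209 with fry), and after scaling -1.13. A mix-up with female mice does not explain it, because the Y chromosome gene Ddx3y had at least 81.4 CPM in each RYGB liver. A lower share of hepatocytes would lower Alb as well, and the ratio of its mean CPM was 1.19. A shift from male-biased to female-biased expression may be present, since all 10 female-biased genes tested were higher (10 of 10, median 0.99, adjusted p = 0.0278 with camera and 0.0478 with fry), and this could have come out otherwise. It did not separate every library, since the mean of this list in sham replicate 3 (4.80) lay within the RYGB values (4.20 to 4.93). It remains a hypothesis found and tested in the same libraries. What would drive it was not tested.

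In the jejunum 18 of 20 genes of cholesterol synthesis were higher after RYGB, with the 5 genes seen first left out (median log2 fold change 1.53, adjusted p = 2.11e-11 with camera and 0.033 with fry), which is consistent with a coordinated change of the pathway. Within lane 1 the difference in the mean log2 value of the list was 1.41, so the lane does not account for it. In the duodenum 0 of 18 genes of the list were higher (median -0.73, adjusted p = 9.07e-11 with camera and 0.2 with fry), and the difference between the segments was not tested. With camera the list was also lower in the liver (4 of 20 genes higher, adjusted p = 0.000257) and muscle (4 of 18, adjusted p = 0.00517) and higher in the ileum (15 of 19, adjusted p = 0.00561), and none of these held under fry. Sham replicate 4 of the duodenum had a mean of 4.60, within the RYGB values of 4.53 to 4.88 and below the other sham values of 5.37 to 6.17. Other lists went both ways for this library. Its T cell mean of 1.86 lay within the RYGB values of 1.67 to 2.54. Its B cell mean of 1.78 and macrophage mean of 1.48 lay below the RYGB values of 3.26 to 3.52 and 2.21 to 3.07. Lists of T cell genes were lower in the jejunum (-0.81, 0 of 4 genes higher) and the ileum (-0.83, 0 of 5 higher), both with an adjusted p of 0.033 with fry. The lane stays open for the T cell and cholesterol synthesis lists of the ileum, where it coincides with surgery. Keratinocyte genes were higher in the jejunum (3 of 4 genes, adjusted p = 0.0278 with camera and 0.033 with fry) and not called in WAT (adjusted p = 0.981 with camera), nor were acinar genes in the duodenum (0.128), and lymph node stroma genes were higher in the jejunum (2 of 2 genes, 1.67, adjusted p = 0.00782 with camera). The female-biased liver list was lower in WAT (1 of 6 genes higher, adjusted p = 0.0311 with camera and 0.033 with fry). In the liver, stroma and keratinocyte genes were called by fry alone (adjusted p = 0.033 and 0.0481).

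Genes whose RYGB and sham libraries did not overlap made up 16.4% of the tested genes in the liver, 41.2% in WAT, 7.4% in muscle, 15.6% in duodenum, 22.2% in jejunum and 9.3% in ileum, where chance gives 2.86% for 4 against 4, 5.71% for 3 against 4 and 0.79% for 5 against 5.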
